# The Clinical Relevance of the miR-197/CKS1B/STAT3-mediated PD-L1 Network in Chemoresistant Non-small-cell Lung Cancer

**DOI:** 10.1038/mt.2015.10

**Published:** 2015-02-10

**Authors:** Yu Fujita, Shigehiro Yagishita, Keitaro Hagiwara, Yusuke Yoshioka, Nobuyoshi Kosaka, Fumitaka Takeshita, Tomohiro Fujiwara, Koji Tsuta, Hiroshi Nokihara, Tomohide Tamura, Hisao Asamura, Makoto Kawaishi, Kazuyoshi Kuwano, Takahiro Ochiya

## Abstract

Programmed cell death ligand-1 (PD-L1) has recently gained considerable attention for its role in tumor immune escape. Here, we identify a miR-197/CKS1B/STAT3-mediated PD-L1 network in chemoresistant non-small-cell lung cancer (NSCLC), independent of immunoinhibitory signals. miR-197 is downregulated in platinum-resistant NSCLC specimens, resulting in the promotion of chemoresistance, tumorigenicity, and pulmonary metastasis *in vitro* and *in vivo*. Mechanistic investigations reveal that a miR-197-mediated CKS1B/STAT3 axis exerts tumor progression regulated by various oncogenic genes (Bcl-2, c-Myc, and cyclin D1), and PD-L1 is a putative biomarker of this axis. Furthermore, we demonstrate that a miR-197 mimic sensitizes PD-L1^high^ drug-resistant cells to chemotherapy. These results indicate that the biological interaction between PD-L1 and chemoresistance occurs through the microRNA regulatory cascade. More importantly, expression levels of miR-197 are inversely correlated with PD-L1 expression (*n* = 177; *P* = 0.026) and are associated with worse overall survival (*P* = 0.015). Our discoveries suggest that the miR-197/CKS1B/STAT3-mediated network can drive tumor PD-L1 expression as a biomarker of this cascade, and miR-197 replacement therapy may be a potential treatment strategy for chemoresistant NSCLC.

## Introduction

Lung cancer is the leading cause of cancer-related deaths. Approximately 70% of all newly diagnosed patients present with local advanced or metastatic disease and require systemic chemotherapy.^1^ Patients with non-small-cell lung cancer (NSCLC) are typically treated with platinum-based chemotherapy. Despite the development of novel targeted therapies, the prognosis of lung cancer remains poor due to drug resistance and tumor recurrence. Understanding the critical molecular mechanisms underlying the development of chemoresistance in NSCLC is an important issue for developing novel and effective therapeutic strategies.

MicroRNAs (miRNAs), a family of short endogenous noncoding RNAs, play critical roles in cell growth, differentiation, and the development of various solid and hematological malignancies.^2^ Recently, miRNAs have emerged in NSCLC as both diagnostic and prognostic biomarkers.^3^ These findings suggest that miRNAs are a promising technology for the development of therapeutic targets for lung cancer. However, there is little evidence of miRNA-mediated signaling networks that regulate cancer progression and drug resistance in NSCLC.

Currently, the launch of an antiprogrammed cell death ligand-1 (PD-L1) antibody represented a significant breakthrough for patients with advanced solid tumors.^4^ Strikingly, blockade of PD-L1 induced durable tumor regression and prolonged disease stabilization in patients with advanced NSCLC. This successful immunotherapeutic strategy is a next-generation approach to the treatment of PD-L1-positive NSCLC. Although many studies have focused on the relationship between PD-L1 and immune escape, there are limited data on constitutive upstream signaling pathways of PD-L1, independent of immunoinhibitory activities in the NSCLC microenvironment.^5^

Here, we show the biological and clinical function of PD-L1 expression in chemoresistant NSCLC through the miRNA regulatory cascade. We identify a miR-197, a NSCLC prognostic marker, has a pivotal role in platinum-based chemotherapy resistance by analyzing clinical specimens of NSCLC. Further investigations show that PD-L1 can serve as a putative biomarker of the miR-197/CKS1B/STAT3-mediated pathway in NSCLC. Moreover, we demonstrate the clinical significance of the miR-197/PD-L1 network in tumor specimens from NSCLC patients. Our discoveries provide novel insights regarding the therapeutic potential of miR-197 and introduce novel mechanisms regulating cancer progression in PD-L1-positive NSCLC.

## Results

### Downregulation of miR-197 in NSCLC is associated with chemoresistance and survival

To identify miRNAs that regulate chemoresistance, we conducted a high-throughput miRNA microarray on a cohort study of primary NSCLC tissues and adjacent normal tissues (**Figure 1a**). Twenty-nine patients who received four or more courses of first-line platinum-based chemotherapy after postoperative recurrence were divided into two groups (responder (*n* = 17) and nonresponder group (*n* = 12)) (**Supplementary Table S1**). After analysis of variance of miRNA microarray signal expression from the tumor and adjacent normal tissues of the two groups, 17 miRNAs (6 upregulated miRNAs and 11 downregulated miRNAs in nonresponder's tumors) exhibited significant expression changes (**Supplementary Figure S1a**). Next, quantitative reverse transcription-PCR (qRT-PCR) validation of tumor samples from the two groups (**Supplementary Figure S1a**) showed that five miRNAs (miR-197, miR-181c, miR-21, miR-210, and miR-1260) exhibited significant expression changes (**Figure 1b** and **Supplementary Figure S1b**). To determine the role of the expression of these miRNAs in lung cancer prognosis, we first examined their clinical relevance to patient survival. Consequently, we identified miR-197 and miR-1260 expression as favorable lung cancer prognostic markers for overall survival (**Supplementary Figure S1c**). From the differentially regulated putative miRNA prognostic biomarkers, we focused on the tumor suppressor miRNA—miR-197. We validated this finding using qRT-PCR for miR-197 in the lung tumors and adjacent normal tissues of the cohort study (**Figure 1c**). An analysis of miR-197 expression levels in a panel of human lung cancer cell lines revealed that miR-197 was significantly suppressed in lung cancer cell lines compared with a normal bronchial cell line, BEAS-2B. Moreover, we observed that the expression of miR-197 in drug-resistant cell line PC14/cisplatin (CDDP) was lower than that in the parental lung cancer cell line PC14 (**Figure 1d**). In agreement with the qRT-PCR analysis, *in situ* hybridization with a miR-197-locked nucleic acid (LNA) probe revealed reduced miR-197 expression in the sample of nonresponders compared with responder samples (**Figure 1e**). We hypothesized that miR-197 might functionally regulate the therapeutic response in addition to its association with treatment benefits. Therefore, we focused on the role of miR-197 in regulating chemoresistance in NSCLC. To determine whether miR-197 plays a role in lung cancer progression and chemoresistance, we transiently transfected LNA-miR-197 or pre-miR-197 into four independent lung cancer cell lines-A549, PC9, PC14, and PC14CDDP. Interestingly, the knockdown of miR-197 induced significant resistance to CDDP and paclitaxel (TXL) in the four independent lung cancer cell lines. Furthermore, the overexpression of miR-197 sensitized the drug response of these compounds *in vitro* (**Figure 1f**).

### Stable knockdown of miR-197 promotes malignancy *in vitro*

Having demonstrated the suppression of miR-197 expression in NSCLC, we sought to evaluate the other roles of the miRNA *in vitro*. We constructed a Tough Decoy (TuD) vector expressing a miR-197-TuD strategy for A549 and PC14 cells, which has previously been used for miRNA blockade,^6^ to stably suppress miR-197 expression. We also established PC14CDDP cells with cytomegalovirus promoter-mediated overexpression of miR-197 (PC14CDDP-miR-197). In miR-197 sensor assays, to confirm stable miRNA expression, we observed that the luciferase activity of A549-miR-197-TuD and PC14-miR-197-TuD cells was significantly increased compared with each negative control cell line and mutated sensor vector, indicating that miR-197 expression in these cell lines was functionally repressed. The activity of PC14CDDP-miR-197 cells was significantly reduced, indicating that miR-197 expression of the cells was functionally activated (**Figure 2a**). Next, we evaluated the effects of miR-197 on cell growth, cell invasion, cell migration, and spheroid initiation. Cell proliferation analysis suggested that decreased or increased miR-197 levels did not affect cancer cell growth (**Figure 2b**). Conversely, miR-197 loss of function enhanced the invasion and migration rates of A549 and PC14 cells. PC14CDDP cells stably overexpressing miR-197 exhibited suppressed invasion and migration rates compared with that of controls (**Figure 2c**,**d**). In addition, we evaluated A549-miR-197-TuD, PC14-miR-197-TuD, and PC14CDDP-miR-197 cells for their ability to form tumor spheres. A549-miR-197-TuD and PC14-miR-197-TuD generated two to threefold more spheres than the corresponding control cells, and the spheroid initiation of PC14CDDP-miR-197 cells was repressed compared with that of control cells (**Supplementary Figure S2a**). PC14-miR-197-TuD cells expressed high levels of various lung cancer initiation-related genes, particularly ABC transporter genes; in contrast, PC14CDDP-miR-197 cells repressed the expression of these genes compared with that in control cells (**Supplementary Figure S2b**). Thus, the results of all of these experiments suggested that miR-197 could regulate not only drug resistance but also malignant phenotypes in lung cancer cells.

### Effects of miR-197 on tumorigenicity, pulmonary metastasis, and chemoresistance *in vivo*

To validate the role of miR-197 as a regulator of lung cancer progression *in vivo*, we examined the effects of PC14-miR-197-TuD on tumorigenicity and chemoresistance using lung cancer xenograft models established by direct intrathoracic injection (left lung) into scid mice.^7^ To facilitate the monitoring of miRNA knockdown cells *in vivo*, we cloned PC14-miR-197-TuD or PC14-TuD-NC cells that were stably transfected with pLuc-Neo plasmid DNA. Based on bioluminescence imaging, PC14-miR-197-TuD-luc cells enhanced tumorigenic ability 28 days after implantation compared with that in negative control cell-transplanted mice (**Figure 3a**). Notably, mice-bearing PC14-miR-197-TuD-luc tumors exhibited prominent pulmonary metastases, whereas few visible metastases were observed in mice transplanted with control PC14-TuD-NC-luc cells. Histological analyses revealed that knockdown of miR-197 could promote pulmonary metastasis of this lung cancer cell line (**Figure 3b**). Furthermore, the weight of the lungs was significantly increased in the miR-197-attenuated group (**Figure 3c**). Next, to explore whether the downregulation of miR-197 affected the chemoresistance of PC14 cells to CDDP *in vivo*, tumors were initiated in scid mice, followed by the intraperitoneal injection of 3 mg/kg CDDP once a week for 3 weeks. Twenty-eight days after implantation, the tumors formed from PC14-miR-197-TuD-luc (*n* = 10) mice were significantly increased compared with those from mice-bearing PC14-TuD-NC-luc tumors (*n* = 10) on bioluminescence imaging (**Figure 3d**,**e**; *P* = 0.016). Strikingly, mice-bearing PC14-miR-197-TuD-luc tumors exhibited poor survival (**Figure 3h**; *P* = 0.036). Together, these results indicate that miR-197 plays a pivotal role in cancer progression and chemoresistance *in vivo*.

### miR-197 directly targets the cyclin-dependent kinase CKS1B

miRNAs regulate gene expression by repressing translation or promoting the degradation of their target genes. To strategically identify direct miR-197 target genes, we first performed messenger RNA (mRNA) microarray analyses of A549, PC14, and PC14CDDP cells that were transiently transfected with either pre-miR-197 or LNA-miR-197 and their controls. 

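Messenger RNA was measured in 3 lung adenocarcinoma lines, A549, PC14 and PC14CDDP, the last of which is a line whose parental line is PC14. Each line received 4 transfections at 25 nM. Pre-miR-197 is a synthetic precursor that supplies the miRNA, and NC is its negative control. LNA-miR-197 is a locked nucleic acid oligonucleotide that blocks the miRNA, and LNA-NC is its control. From each transfection 100 ng of total RNA was labeled with 1 dye and hybridized to 1 Agilent 60-mer oligonucleotide array, which gives 12 arrays. No transfection was repeated within a line, so the 3 cell lines served as replicates and each array was compared with the control of its own line. Since PC14 is the parental line of PC14CDDP, the 3 lines are not fully independent, although the tests treat them so. All 4 arrays of A549 lay on slide 1, and those of PC14 and PC14CDDP lay on slide 2. Each transfection took the same slide column in every line, so that the position on the slide and the transfection cannot be told apart. The authors deposited the scanner output of each array and a table of processed signals, which equals the scanner software's background-subtracted and detrended signal on every spot of each array and is not scaled between arrays. The log2 of this signal was taken relative to the 75th percentile of its array, which lay between 613 and 719 signal units. Between 60.3% and 62.4% of probes were well above background in A549, between 59.9% and 63.0% in PC14 and between 55.8% and 59.4% in PC14CDDP. The median SD between repeated spots of a probe on an array was 0.06 to 0.07 on the log2 scale (902 probes), which is the precision of a single array and not the spread between cultures. A probe was kept when it was well above background on at least 3 of the 12 arrays, and the probe with the highest mean signal stood for its gene, which left 24856 genes. The transfections were compared by limma with the cell line as a block and Benjamini-Hochberg adjustment. The paper's main text names Student's t-test for its experiments in general and gives no normalization for these arrays, and its supplementary methods, which may give one, were not read here. The arrays carry 0 probes for MIR197, so the level of the miRNA itself was not measured on them.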

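The array changes were counted over all 24856 measured genes, before any target prediction, because the predictions of TargetScan were not used here. A total of 1228 genes were lower by at least 1.2-fold after pre-miR-197 than after NC in each of the 3 lines, and 962 were higher. After LNA-miR-197 the counts against LNA-NC were 1970 lower and 1728 higher. The comparison of the control transfections with each other, LNA-NC against NC, gave 1077 lower and 1166 higher genes by the same rule. When the pre-miR-197 and NC arrays of 1 line were exchanged, the count in either direction lay between 189 and 309 with a median of 240. For LNA-miR-197 and LNA-NC the exchanged counts lay between 175 and 514 with a median of 329.5, and for LNA-NC and NC between 171 and 414 with a median of 186.5. The SD of the log2 ratio over genes after pre-miR-197 was 0.45 in A549, 0.47 in PC14 and 0.64 in PC14CDDP. Across genes, which are not independent replicates, the ratios after pre-miR-197 correlated between lines with a Pearson's r of 0.203 for A549 and PC14, 0.146 for A549 and PC14CDDP and 0.284 for PC14 and PC14CDDP. The requirement that moved the count most was a rise of at least 1.2-fold after LNA-miR-197 in all 3 lines in addition to the fall after pre-miR-197, which 48 genes met. Correcting the background by the normexp method gave 595 genes lower after pre-miR-197 in all 3 lines. With A549 left out, 2611 genes were lower in both of the other lines.

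**Figure D1:**
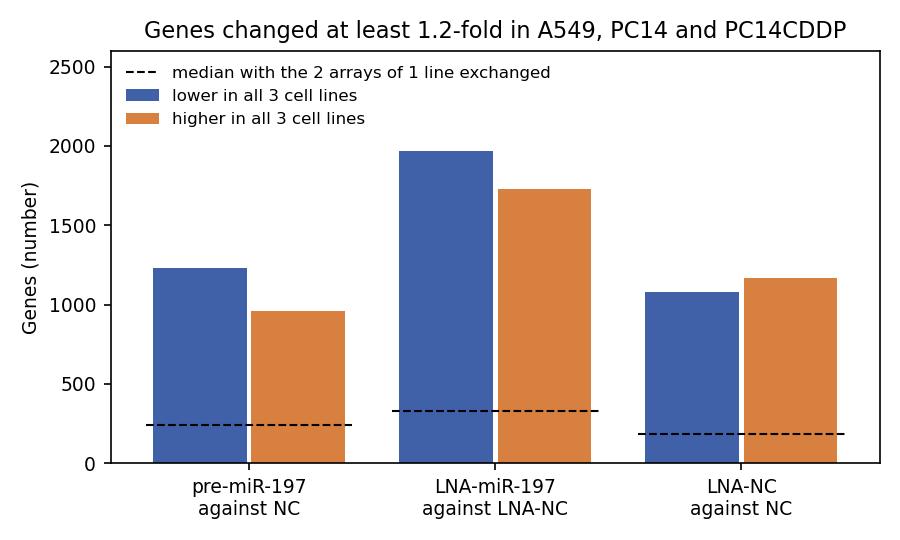
Number of genes changed at least 1.2-fold in all 3 cell lines (vertical axis) in each comparison, lower in blue and higher in orange; the dashed line is the median count with the arrays of 1 line exchanged. The bars for LNA-NC against NC reach 1077 and 1166 genes, against 1228 and 962 for pre-miR-197.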

We observed that 1,037 predicted target genes exhibited altered expression levels consistently across the three different lung cancer cell lines (fold change ≥1.2). Next, we selected 18 highly predicted target genes using the computational algorithm TargetScan (http://www.targetscan.org) that were significantly regulated by miR-197 (average fold change of three cell lines ≥2) (**Supplementary Figure S3a**). 

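Averaged over the 3 lines, 272 genes were lower by at least 2-fold after pre-miR-197 and 239 were higher, out of all genes measured and without a target prediction. After LNA-miR-197 624 genes were lower and 466 higher by this average, and between the control transfections 334 were lower and 620 higher. With normexp background correction, the setting that moved the count of 272 most, 22 genes were lower by at least 2-fold on average after pre-miR-197. Its offset shrinks the ratios of dim probes by construction, so the lower count is not an effect of the background alone. At an adjusted p under 0.05, limma called 34 genes lower and 20 higher after pre-miR-197 than after NC, and 957 lower and 965 higher after LNA-miR-197 than after LNA-NC. These calls needed all 3 lines. With any 1 line left out, limma called 0 genes after pre-miR-197, with 1709 to 4096 genes at an unadjusted p under 0.05, and at most 2 after LNA-miR-197. The methods' t-test called 0 genes after Benjamini-Hochberg adjustment in either comparison, with 414 genes after pre-miR-197 and 760 after LNA-miR-197 at P under 0.05. It was run here without pairing by cell line, so the differences between lines entered its spread and held the calls down. The paper's main text does not say whether or how a t-test was used on these arrays, so the 0 calls do not describe the paper's own analysis. Among genes that moved the same way in all 3 lines, the largest mean decreases after pre-miR-197 were in BSN-DT, IL22RA1, EXD1, KCNQ1 and TKFC. IL22RA1 fell by 1.94 on the log2 scale (SE 0.15, limma adjusted p = 0.00850), and TKFC, which the files list as DAK, fell by 1.74 (SE 0.12, limma adjusted p = 0.00646). The decreases of BSN-DT, EXD1 and KCNQ1 rested on PC14CDDP, where their log2 ratios were -6.36, -4.48 and -4.45 and where these probes were not well above background after pre-miR-197 (2 of 3 arrays in all), and limma's adjusted p for them was between 0.229 and 0.390. The largest mean increases were in HMOX1, SNORA63, KRTAP2-3, SNORA1 and FRZB. HMOX1 rose by 2.05 on the log2 scale (SE 0.25, limma adjusted p = 0.0343). The other 4 had adjusted p between 0.0836 and 0.419, and KRTAP2-3 was well above background on 2 of the 3 NC arrays and FRZB on 1 of the 3. After LNA-miR-197 the largest mean decreases against LNA-NC were in AGBL2, ALPK3, SLC6A12, ESPNL and SPIB, with log2 ratios of -3.15 to -2.70 and limma adjusted p between 0.0176 and 0.0452. Against NC in place of LNA-NC, the log2 ratios of these 5 genes lay between -1.51 and 1.60. The probes of AGBL2, SLC6A12, ESPNL and SPIB were at least 2-fold higher on LNA-NC than on every other transfection in all 3 lines. Their decreases may therefore come from a rise on the LNA-NC arrays. The largest mean increases after LNA-miR-197 were in SNORD84, KRT34, SPANXA1, HSF2BP and SPANXB2, with log2 ratios of 2.65 to 3.09 and limma adjusted p between 0.00977 and 0.0283, and against NC their ratios were also above 0, at 1.04 to 4.70. SPANXA1 and SPANXB2 belong to a family of near-identical genes, so that their probes are uncertain. HSF2BP was well above background on 1 of the 3 LNA-NC arrays and KRT34 on 2 of the 3.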

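CTNND1, ERLIN2, CKS1B and CEP55 were measured by probes that were well above background on all 12 arrays. The CTNND1 probe lies on chromosome 11 of hg19 from 57586315 to 57586374. Its log2 ratio after pre-miR-197 was -0.76 in A549, -0.69 in PC14 and -1.28 in PC14CDDP, a mean of -0.91 ± 0.32 (SD, n = 3 lines; limma SE 0.15, adjusted p = 0.0641). The same probe was also lower after LNA-miR-197, with a mean of -0.89 ± 0.33 (SD, n = 3; limma adjusted p = 0.0218). The other CTNND1 probe, which lies from 57582867 to 57582926, was lower after pre-miR-197 in all 3 lines but higher after LNA-miR-197, by 0.25, 0.23 and 0.22. The ERLIN2 probe lies on chromosome 8 from 37614638 to 37614697, and its log2 ratio after pre-miR-197 was -1.10 in A549, -1.30 in PC14 and -1.64 in PC14CDDP, a mean of -1.35 ± 0.27 (SD, n = 3; limma SE 0.13, adjusted p = 0.0216). After LNA-miR-197 its mean was -0.11 ± 0.09 (limma adjusted p = 0.642), whereas another ERLIN2 probe from 37602105 to 37602164 was higher by 0.20, 0.29 and 0.79. After pre-miR-197 this other ERLIN2 probe was lower too, with ratios of -1.22 in A549, -0.89 in PC14 and -1.24 in PC14CDDP. The CKS1B probe lies on chromosome 1 from 154951527 to 154951586. CKS1B was lower after pre-miR-197 in all 3 lines, by a log2 ratio of -0.20 in A549, -0.22 in PC14 and -0.40 in PC14CDDP, which did not pass the threshold (mean -0.28 ± 0.11, SD, n = 3; limma SE 0.09, adjusted p = 0.218). After LNA-miR-197 the CKS1B ratios were 0.00, 0.10 and 0.18 (limma adjusted p = 0.566). The CEP55 probe lies on chromosome 10 from 95288754 to 95288813. Its ratios were -0.06, -0.35 and -0.40 after pre-miR-197 (limma adjusted p = 0.363) and 0.37, 0.17 and 0.00 after LNA-miR-197 (limma adjusted p = 0.427). Another CEP55 probe, from 95279478 to 95279537, gave -0.02, -0.24 and -0.17 after pre-miR-197 and 0.59, 0.43 and 0.42 after LNA-miR-197. Another CKS1B probe gave -0.20, -0.32 and -0.44 after pre-miR-197 and 0.08, 0.24 and 0.19 after LNA-miR-197. Ratios on the side of repression by miR-197 were counted on the first probe given for each gene. CKS1B and CEP55 had 6 of 6, of which 1 each was 0.00 at the precision printed, and ERLIN2 and CTNND1 had 3 of 6. On the other ERLIN2 and CTNND1 probes given, every ratio was on that side. With the mean of its ratios per line, oriented towards repression, CKS1B and CEP55 each gave p = 0.25 (exact sign-flip permutation test, two-sided), the smallest that 3 lines allow. Of the 9 genes the paper names, limma called 4 after pre-miR-197 and 2 after LNA-miR-197 when adjusted over the list alone, against 1 and 2 over all genes tested. The 4 were CKS1B, CTNND1 and ERLIN2, which fell, and MYC, which rose, and the 2 were CD274, which rose, and CTNND1, which fell. The counts over the list are not independent evidence where the study chose genes on these arrays. CTNND1 after pre-miR-197 passed the threshold with normexp background correction (limma adjusted p = 0.0126), whereas the range over all settings was 0.0126 to 1.00. The call of ERLIN2 was lost when any 1 line was left out (limma adjusted p at least 0.142), with the mean of its probes (0.0538), without a filter on dim probes (0.0616) and with only the arrays of the comparison (0.273), and over all settings its adjusted p ranged from 0.00117 to 1.00. The mean of its probes takes in a dim ERLIN2 probe, well above background on 0 arrays of PC14 and 0 of PC14CDDP. That dim probe had a log2 ratio of 1.10 in PC14CDDP after pre-miR-197. To find direct targets, the paper selects from these array changes the genes that TargetScan predicts and that miR-197 regulates, and takes highly predicted targets on to qRT-PCR.

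**Figure D2:**
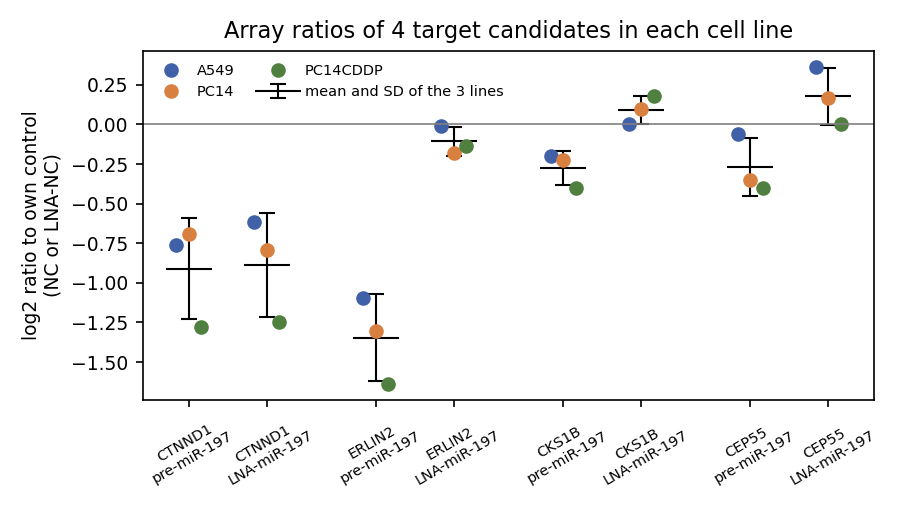
Log2 ratio of array signals to the line's own control (vertical axis) for CTNND1, ERLIN2, CKS1B and CEP55 after pre-miR-197 (against NC) and LNA-miR-197 (against LNA-NC). Points are the 3 cell lines, and the black bar and whiskers are their mean and SD; ERLIN2 after pre-miR-197 is the lowest, at -1.10 to -1.64.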

Through qRT-PCR validation of 36 highly predicted target genes (**Supplementary Figure S3b**), we identified five candidates: catenin delta-1 (CTNND1), ER lipid raft associated 2 (ERLIN2), CDC28 protein kinase regulatory subunit 1B (CKS1B), centrosomal protein of 55 kDa (CEP55), and PD-L1. The 3′ untranslated regions (UTRs) of these genes were conjugated with luciferase for reporter assays. PD-L1 is one of the genes significantly regulated by miR-197 that does not possess the predicted binding sites in the 3′ UTR of the *in silico* database. Particularly, the 3′ UTR of CTNND1, ERLIN2, CKS1B, and CEP55 mRNA harbored sequences complementary to the miR-197 seed sequence (**Supplementary Figure S4a**). To verify whether CTNND1, ERLIN2, CKS1B, CEP55, and PD-L1 are direct targets of miR-197, we cloned each 3′ UTR into the vector downstream of luciferase open reading frame. In addition, to validate target specificity, we conducted site-directed mutagenesis of the 3′ UTR. When we cotransfected A549 cells with each of the five cloned UTRs and pre-miR-197, we observed a consistent reduction in the luciferase activity of the 3′ UTR of CTNND1, ERLIN2, CKS1B, and CEP55, but not PD-L1 (**Figure 4a**). By contrast, cotransfection of pre-miR-197 with the mutated forms of the 3′ UTRs resulted in no significant change in luciferase activity (**Supplementary Figure S4b**). Among these direct target genes, only CKS1B was reported to regulate cell motility, chemoresistance, and cancer progression.^8,9,10^ We hypothesized that CKS1B is an important target of miR-197 through its effects on chemoresistance in lung cancer. To address this hypothesis, we performed experimental validation. Inhibition of CKS1B expression by pre-miR-197 was confirmed, and the transient transfection of LNA-miR-197 significantly increased CKS1B expression in three lung cancer cell lines by qRT-PCR (**Figure 4b**). To explore whether the biological functions of miR-197 were indeed attributable to the direct targeting of CKS1B signaling, we conducted small interfering RNA (siRNA)-based silencing of CKS1B and assessed cells for cell proliferation, chemoresistance, invasion, and migration. Remarkably, we observed that siRNA-mediated knockdown of CKS1B resulted in a significant decrease in cell proliferation, invasion, and migration and sensitized the response of three lung cancer cell lines to CDDP and TXL (**Figure 4c**–**f**). These results suggest that the major function of the miR-197/CKS1B axis in NSCLC is the regulation of lung cancer progression and chemoresistance.

### PD-L1 expression is regulated by STAT3 as a key downstream target of the miR-197/CKS1B signaling pathway

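CD274, the gene of PD-L1, was measured by a probe on chromosome 9 of hg19 from 5468310 to 5468369 that was well above background on all 12 arrays. Relative to the 75th percentile of its array, its log2 signal over the 4 transfections was -4.00 ± 0.28 in A549 (SD, n = 4 arrays), -4.51 ± 0.67 in PC14 and -1.72 ± 0.90 in PC14CDDP. After LNA-miR-197 its log2 ratio to LNA-NC was 0.66 in A549, 1.33 in PC14 and 1.54 in PC14CDDP, which are 1.58-fold, 2.51-fold and 2.91-fold. The mean was 1.17 ± 0.46 (SD, n = 3 lines; limma SE 0.25, adjusted p = 0.0347). Against NC in place of LNA-NC, a control chosen after the data were seen, the mean was 1.07 (limma adjusted p = 0.0298). After pre-miR-197 the log2 ratio to NC was -0.08 in A549, -0.16 in PC14 and -0.54 in PC14CDDP, a mean of -0.26 ± 0.24 (SD, n = 3; limma SE 0.25, adjusted p = 0.667). All 6 ratios were in the direction of repression by miR-197 (exact sign-flip permutation test on the means per line, two-sided p = 0.25, the smallest that 3 lines allow). The increase after LNA-miR-197 kept its direction in every setting run, but its call did not hold in several of them. Limma's adjusted p was 0.0849 with normexp background correction, which lowered the mean ratio to 0.62, and 0.0675 without a filter on dim probes. It was between 0.0786 and 0.269 when 1 line was left out, and over all settings it ranged from 0.0143 to 1.00. The other CD274 probe, from 5465546 to 5465605, was well above background on 4 of 4 arrays of PC14CDDP, and on 1 of 4 of A549 and of PC14, where it gives no usable ratio. In PC14CDDP its ratio was 0.96 after LNA-miR-197 and -0.15 after pre-miR-197.

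**Figure D3:**
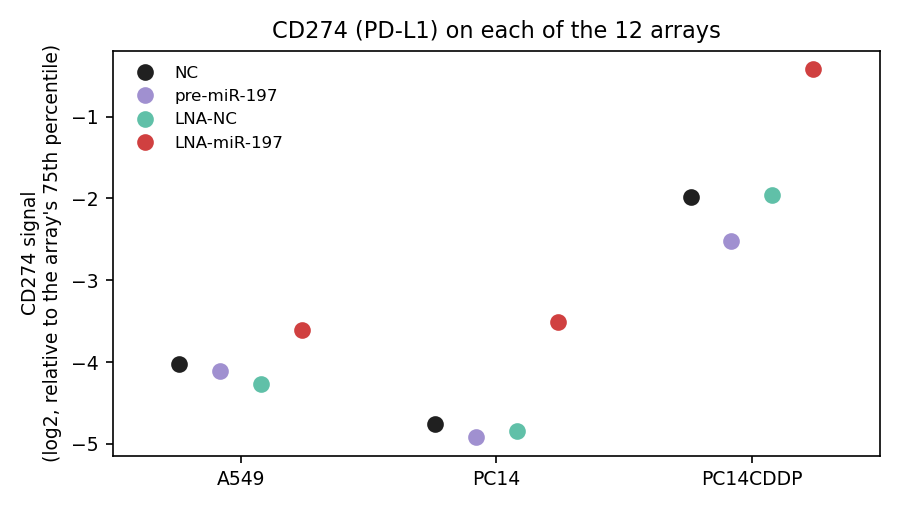
CD274 signal on each of the 12 arrays (vertical axis, log2 relative to the 75th percentile of the array), by cell line and transfection, 1 point per array. In each line the LNA-miR-197 point lies above LNA-NC, by 0.66, 1.33 and 1.54, and the difference of pre-miR-197 from NC is -0.54 to -0.08.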

Based on the analysis of the mRNA microarray, we observed that in lung cancer cells, miR-197 regulated the expression of PD-L1 (CD274, B7-H1), a member of the B7 family of costimulatory/coinhibitory ligands expressed in various tissues (**Supplementary Figure S3a**). Because of the 3′ UTR assay, we hypothesized that miR-197 might indirectly target PD-L1. Therefore, we explored the regulatory link between miR-197 and PD-L1. Previously, a constitutive oncogenic pathway has been reported to drive PD-L1 expression through signal transducer and activator of transcription 3 (STAT3) signaling in lymphoma cells.^11^ In addition, STAT3 signaling is known to be a downstream target of CKS1B activation in multiple myeloma cells.^9^ We hypothesized that CKS1B regulates PD-L1 expression by activating STAT3. Therefore, we examined the effect of modulating CKS1B on PD-L1. Consequently, siRNA-mediated knockdown of CKS1B inhibited phosphorylated (p)-STAT3 (Tyr705) and PD-L1 protein expression with no remarkable effect on STAT3 in western blots (**Supplementary Figure S5**). These data suggest that PD-L1 is an important downstream target of CKS1B activated by STAT3 in the miR-197 signaling cascade. To close the link between STAT3 and the induction of PD-L1 expression, we used PD-L1 reporter constructs containing promoter regions to determine the ability of STAT3 to bind to the PD-L1 promoter. The PD-L1 5′ sequence (−319 bp upstream to +56 bp downstream) includes a potential STAT3 binding site (TTCN_2-4_GAA)^12^ (**Figure 4g**). The cotransfection of STAT3-siRNA and PD-L1 promoter vector resulted in a 0.66 (±0.1)-fold reduction in PD-L1 promoter-driven luciferase expression compared with control siRNA. In addition, the luciferase activity was induced 1.58 (±0.4)-fold higher following LNA-miR-197 compared with that in the negative control (**Figure 4g**). Taken together, STAT3 did indeed demonstrate strong binding to the PD-L1 gene promoter downstream of miR-197 downregulation. In summary, western blots detected increased levels of CKS1B, p-STAT3, and PD-L1 with no remarkable effect on STAT3 expression downstream of miR-197 knockdown compared with that in the negative control cells. Moreover, LNA-miR-197 also induced upregulation of Bcl-2 (a representative antiapoptotic factor), c-Myc (an oncogenic transcription factor), and cyclin D1 (a cell-cycle-regulating protein), all of which are common transcriptional target genes of STAT3 (**Figure 4h**). These findings suggest that miR-197 contributes to the oncogenic activation of STAT3 *via* multiple targets through the upregulation of CKS1B.

### PD-L1 is a putative biomarker of miR-197/CKS1B/STAT3 signaling cascade

The recent launch of an anti-PD-L1 antibody has represented a significant breakthrough for patients with advanced solid tumors.^4^ Strikingly, blockade of PD-L1 induced durable tumor regression and prolonged disease stabilization in patients with advanced NSCLC. To explore the role of PD-L1 in the miR-197-mediated signaling pathway in NSCLC, we analyzed the expression of PD-L1 in lung cancer cell lines and lung cancer samples. The specific regulation of PD-L1 expression by miR-197 was validated by qRT-PCR analysis, demonstrating both a significant inhibitory effect of pre-miR-197 in A549 and PC14CDDP cells and a stimulating effect of LNA-miR-197 on PD-L1 expression in three lung cancer cell lines (**Figure 5a**). Flow cytometry (FCM) analysis revealed that the level of PD-L1 in PC14CDDP cells was significantly higher than that in the parental PC14 cells (**Supplementary Figure S6**). Moreover, the expression of PD-L1 in the PC14 cells was significantly upregulated after the knockdown of miR-197. Conversely, the overexpression of miR-197 induced decreased expression of PD-L1 in the PC14CDDP cells in FCM analysis (**Figure 5b**). To further examine whether PD-L1 is a candidate chemoresistant marker for NSCLC samples, we compared the mRNA level of PD-L1 expression in the responder group (*n* = 17) with that in the nonresponder group (*n* = 12) of the cohort study. We also observed increased expression of PD-L1 in the tumors of the nonresponder group compared with that in the tumors of the responder group (**Figure 5c**; *P* = 0.015). Next, we isolated PD-L1^high^ and PD-L1^low^ cells from PC14CDDP by FCM cell sorting to examine whether the PD-L1^high^ fraction might be associated with chemoresistance regulated by miR-197-mediated signaling. The PD-L1^high^ cells demonstrated significant resistance to CDDP and TXL compared with the PD-L1^low^ cells (**Figure 5d**). The transient transfection of pre-miR-197 sensitized the response of PD-L1^high^ cells to CDDP and TXL. Furthermore, the transfection sensitized the response of PD-L1^low^ cells to CDDP (**Figure 5d**). These data suggest that the miRNA-197-mediated network can drive PD-L1 expression as a surrogate marker of this signaling cascade.

### The importance of miR-197 and PD-L1 in a clinically relevant pathway

To further understand the potential biological significance of downregulated miR-197 expression in lung cancer progression, we evaluated the correlation of the miR-197 expression profile with overall survival in tumor specimens from 177 NSCLC patients who experienced recurrence after curative resection (**Supplementary Table S2**). The levels of miR-197 were measured by qRT-PCR, and Kaplan–Meier analysis indicated that lower expression levels of miR-197 were significantly associated with worse overall survival (**Figure 5e**; *P* = 0.015). Next, we examined the association of miR-197 with PD-L1, a putative biomarker of this signaling. Based on tumor data with combined mRNA and miRNA expression profiles, we observed a negative correlation between miR-197 and PD-L1 expression (**Figure 5f**; *P* = 0.026). The above data suggest a signaling network that links miR-197 with its downstream target PD-L1 and demonstrates the clinical importance of the miR-197-regulated pathway in NSCLC (**Figure 5g**).

## Discussion

Here, we identified that miR-197 is downregulated in lung cancer tissues in patients resistant to platinum-based chemotherapy after recurrence. We further demonstrated that a novel signaling pathway, the miR-197/CKS1B/STAT3 axis, has the ability to promote cancer progression in chemoresistant NSCLC. Previous evidence has indicated that miR-197 is dysregulated in lung cancer,^13^ thyroid cancer,^14^ tongue cancer,^15^ and pancreatic cancer,^16^ strongly suggesting a general function of miR-197 in different types of tumors. Moreover, other researchers have reported that the downregulation of miR-197 has the potential to contribute to multidrug resistance in colon cancer cells^17^ and head and neck cancer cells,^18^ implying that miR-197 plays an essential role in regulating several signaling pathways, including tumor progression and chemoresistance. Our data demonstrated that miR-197 regulates lung cancer drug resistance and tumor progression by directly targeting the cyclin-dependent kinase CKS1B as well as by indirectly targeting the transcription factor STAT3. Notably, we discovered that the CKS1B/STAT3 axis is the most powerful signaling pathway regulated by miR-197 because of the activation of various oncogenic target genes, including Bcl-2, c-Myc, and cyclin D1. Recently, it has been reported that STAT3 signaling has an important role in tumor initiation in various types of cancers.^19^ Therefore, phosphorylation of STAT3 induced by miR-197/CKS1B signaling may also promote cancer stem cell phenotypes in NSCLC.

In this study, we demonstrated that the miR-197/CKS1B/STAT3-mediated signaling drives tumor PD-L1 expression, allowing it to function as a biomarker for this cascade in NSCLC. PD-L1 is a T-cell coinhibitory molecule expressed in various types of cancers that leads to the immune escape of tumor cells.^5^ Indeed, previous reports have suggested that PD-L1 protein expression might be associated with worse prognoses in NSCLC.^20^ Recent strategies targeting the interaction of PD-L1 with its receptor, programmed cell death-1 (PD-1), have demonstrated tremendous efficacy in early phase clinical trials enrolling NSCLC patients.^4^ Although many studies have focused on the relationship between PD-L1 and immune escape, there are limited data on the prevalence and prognostic role of PD-L1 expression in NSCLC cells. Moreover, it has been demonstrated that PD-L1 expression is driven by constitutive oncogenic signaling pathways in some tumors, such as glioblastomas.^21^ However, it is unclear whether a specific upstream signaling pathway of PD-L1 independent of immunoinhibitory signals in NSCLC. Our data suggest that PD-L1-targeted therapy might be a reasonable therapeutic strategy for NSCLC because PD-L1 is regulated by the miR-197/CKS1B/STAT3-mediated signaling cascade. In addition, we observed a significant correlation between miR-197 and PD-L1 expression in a validated cohort study (*n* = 177, *P* = 0.026). Presently, the evaluation of PD-L1 positivity by conventional immunohistochemistry is not well defined.^22^ Therefore, the correlation between miR-197 and PD-L1 also suggests that miR-197 expression can act as a surrogate biomarker of PD-L1 in NSCLC.

Consistent with our finding that miR-197 can regulate chemoresistance, our results further suggested that PD-L1 is a biomarker of the miR-197/CKS1B/STAT3-mediated cascade in NSCLC. Although it has been recently reported that PD-L1 expression is enhanced after cytotoxic drug treatment in breast cancer^23^ and melanoma cells,^24^ the mechanisms of biological interaction between PD-L1 and chemoresistance are unclear. In the analyses of FCM cell sorting, we found that the PD-L1^high^ lung cancer cells exhibited significant resistance to CDDP and TXL compared with that in the PD-L1^low^ cells. Moreover, we observed increased expression of PD-L1 in the tumors of the nonresponder group compared with that in the responder group. In the current study, we also demonstrated that the miR-197 mimic sensitized PD-L1^high^ cells to cytotoxic chemotherapy. These data suggest that miR-197 replacement therapy may be an effective treatment for lung cancer patients with chemoresistance, particularly in PD-L1-positive patients.

Exploration of the regulatory mechanisms of abnormal miRNAs expressed in lung cancer is of great interest. In this study, we have not identified the transcriptional regulators of miR-197. This miRNA is located in the chromosomal 1p13 region. 

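In the RefSeq annotation of GRCh38.p14, MIR197 lies within the span of the protein-coding gene GNAI3. The next genes on chromosome 1 are GNAT2, AMPD2 and the pseudogene RPL7P8. These genes were chosen for their place after the values were seen. Among them, GNAI3 has a pair of probes on the mRNA arrays, on hg19 from 110136872 to 110136931 and from 110138366 to 110138425. On the probe at the lower coordinate, the log2 signal relative to the 75th percentile of the array was 0.33 ± 0.09 in A549, 1.61 ± 0.13 in PC14 and 1.07 ± 0.23 in PC14CDDP (SD, n = 4 arrays with different transfections). GNAI3 was lower in PC14CDDP than in PC14 by a log2 difference of -0.54 (limma SE 0.10, adjusted p = 0.00231). After pre-miR-197 this probe changed by a log2 ratio of 0.00, 0.27 and 0.19 in A549, PC14 and PC14CDDP and the other probe by -0.25, -0.19 and -0.29, so that the probes did not give the same direction. AMPD2, whose probe lies from 110173915 to 110173974, was also lower in PC14CDDP than in PC14 (log2 difference -1.26, limma SE 0.11, adjusted p = 4.9e-05). The GNAT2 probe, from 110145910 to 110145969, was well above background on 4 of 4 arrays of PC14, 3 of 4 of A549 and 0 of 4 of PC14CDDP.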

Loss of heterozygosity of chromosome arm 1p is common in lung cancer and other cancers.^25^ It has been reported that loss of heterozygosity at this region occurs in over 45% of tobacco smokers with squamous cell carcinoma and adenocarcinoma.^26^ In our cohort study for miRNA microarray, the population of smokers was high, with 88% in the responder group and 67% in the nonresponder group. Remarkably, the glutathione *S*-transferases Mu (GSTM) gene clusters are also located in this region.^27^ 

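The RefSeq annotation of GRCh38.p14 places GSTM4, GSTM2, GSTM1, GSTM5 and GSTM3, in this order, after MIR197, GNAT2, AMPD2 and RPL7P8. The 5 genes were chosen for this place after the values were seen. They are close paralogs, so a probe can also bind the RNA of another member and the values of each are uncertain. The probes used lie on chromosome 1 of hg19 between 110201628, where that of GSTM4 starts, and 110279673, where that of GSTM3 ends, and all were well above background on all 12 arrays. The GSTM1 probe gave a log2 signal of -1.59 ± 0.06 in A549, 2.51 ± 0.23 in PC14 and 0.22 ± 0.23 in PC14CDDP (SD, n = 4 arrays), relative to the 75th percentile of the array. GSTM3 gave 2.60 ± 0.05 in A549, 6.82 ± 0.13 in PC14 and 4.77 ± 0.15 in PC14CDDP. Between PC14CDDP and parental PC14 the log2 differences were -2.29 for GSTM1, -2.62 for GSTM2, -2.05 for GSTM3 and -2.54 for GSTM4, with limma adjusted p between 1.0e-06 and 9.7e-06. GSTM5 differed by -0.20 (limma SE 0.13, adjusted p = 0.251), which did not pass the threshold. After pre-miR-197 the log2 ratios of the 5 genes to NC lay between -0.49, for GSTM2 in PC14CDDP, and 0.38, for GSTM5 in A549. After LNA-miR-197 their ratios to LNA-NC lay between -1.12, for GSTM2 in PC14CDDP, and 0.03, for GSTM1 and GSTM3 in A549, and GSTM2, GSTM4 and GSTM5 were lower in all 3 lines (limma adjusted p between 0.0796 and 0.159).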

GSTs play an important role in cellular defense because they are involved in the detoxification of many carcinogens from smoking and facilitate their excretion. A reported 38 and 67% of Caucasians carry a deletion in both alleles of the glutathione *S*-transferases M1 (GSTM1) gene, resulting in the total absence of GSTM1 enzyme activity; the GSTM1 null genotype confers an increased risk of lung cancer.^28,29^ To date, we have considered that genetic changes such as gene deletions and loss of heterozygosity in this region might induce smoking-induced lung cancer development and downregulation of miR-197. In addition to transcriptional regulation, other mechanisms could contribute to deregulated miRNA expression, including chromatin deletions/amplifications, translocations, DNA methylation, promoter silencing, and deficient posttranscriptional processing.

In conclusion, we have identified a novel signaling network, the miR-197/CKS1B/STAT3 axis, which regulates cancer progression in chemoresistant NSCLC. Moreover, we demonstrated that the miR-197-mediated pathway drives tumor PD-L1 expression as a putative biomarker of this cascade, independent of immunoinhibitory activities. These data suggest novel insights regarding the therapeutic potential of miRNA-197 for chemoresistant NSCLC, particularly in PD-L1-positive patients. The molecular network underlying the development of tumor malignancy may open up new avenues for cancer therapeutics and biomarkers in various solid tumors.

## Materials and Methods

***Clinical lung cancer samples.*** The study protocol was approved by the Institutional Review Board at the National Cancer Center (Number: 2012–054). All materials were obtained with written informed consent and were provided by the National Cancer Center Biobank. All human lung tissue samples were derived from the resected lungs of lung cancer patients who had recurrence after pulmonary resection at the Department of Thoracic Surgery in the National Cancer Center Hospital between 1997 and 2010. According to the clinical database obtained from the Department of Thoracic Oncology Division in National Cancer Center Hospital, we selected 29 lung tumor samples with corresponding normal lung tissues for the miRNA microarray analysis and 177 lung tumor samples for validated cohort study (**Supplementary Tables S1** and **S2**). In this study, the patients who were diagnosed with NSCLC (adenocarcinoma or squamous cell carcinoma) were enrolled. Upon removal of the surgical specimen, the research person immediately transported the tissues to the Biobank. Tissues were stored at −80 °C after snap freezing in liquid nitrogen. All tumors were reviewed by pathologists and were pathologically diagnosed according to the World Health Organization Classification of Tumors.

***Chemotherapeutic response in clinical lung cancer samples.*** The chemotherapeutic response of tumors for platinum-based chemotherapy was clinically evaluated according to the Response Evaluation Criteria In Solid Tumors (RECIST) as follows: (i) complete response, disappearance of all known disease; (ii) partial response, 30% or more decrease in the entire tumor burden; (iii) stable disease, less than 30% decrease or less than 20% increase in the entire tumor burden; and (iv) progressive disease, 20% increase in the entire tumor burden or appearance of new lesions. In our report, subjects with complete response and partial response were defined as responders, and subjects with progressive disease were defined as nonresponders. Platinum-based chemotherapy was given for four or more cycles after recurrence. No cases received adjuvant chemotherapy after curative resection.

***Cell culture.*** Human lung cancer cell lines A549 (lung adenocarcinoma), PC9 (lung adenocarcinoma), PC14 (lung adenocarcinoma), H226 (lung squamous cell carcinoma), H358 (lung adenocarcinoma), and human bronchial epithelial cell line BEAS-2B were purchased from ATCC (Manassas, VA). PC9CDDP (lung adenocarcinoma) and PC14CDDP (lung adenocarcinoma)^30^ were provided by Shien-Lab, Medical Oncology, National Cancer Center Hospital of Japan. These cells are maintained in RPMI 1640 medium with 10% heat-inactivated fetal bovine serum and an antibiotic-antimycotic (Invitrogen, Carlsbad, CA) at 37 °C in 5% CO_2_. The cumulative culture length of the cells was fewer than 6 months after resuscitation. Early passage cells were used for all experiments and they were not reauthenticated.

***RNA extraction, RT, qRT-PCR, and microarray analysis.*** Total RNA was extracted from cultured cells or human lungs using QIAzol and the miRNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer's protocol. All clinical samples exhibited RNA integrity numbers >6.0. The qRT-PCR method has been previously described.^31^ Hsa-miR-197, endogenous control RNU6B, RNU44 TaqMan qRT-PCR kits, human-β-actin, and the 36 predicted target genes' TaqMan Gene Expression Assays were purchased from Applied Biosystems (Foster City, CA). SYBR Green I qRT-PCR was performed, and the β-actin housekeeping gene was used to normalize the variation in the complementary DNA levels. All primer sequences are listed in **Supplementary Table S3**. To detect the miRNAs in lung tissues for microarray, 500 ng of total RNA was labeled and hybridized using 3D-Gene miRNA Oligo chip (Ver. 17.0; Toray, Tokyo, Japan) according to the manufacturer's protocol. Hybridization signals were detected using a 3D-Gene Scanner 3000 (Toray), and the scanned images were analyzed using 3D-Gene extraction software (Toray) (Accession No. GSE56036). To detect the mRNAs in cells, 100 ng of total RNA was labeled and hybridized using a SurePrint G3 Human GE v2 8x60K Microarray (Agilent Technologies, Santa Clara, CA) according to the manufacturer's protocol. Hybridization signals were detected using a DNA microarray scanner (Agilent Technologies) (Accession No. GSE56266).

***Cell viability assay.*** A Cell Counting Kit-8 (CCK-8) (Dojindo Laboratories, Kumamoto, Japan) was used in the cell viability assay. Three thousand cells per well were seeded in 96-well plates. The following day, the cells were replenished with fresh medium containing 25 nmol/l of each miRNA or siRNA. The cells were used for cell proliferation assays or cytotoxicity assays. The absorbance at 450 nm was measured using Envision (PerkinElmer, Norwalk, CT). The IC_50_ (concentration of drug needed to inhibit cell growth by 50%) is generated from the dose–response curves for each cell line.

***Cell invasion and migration assays.*** For the transwell migration assay, 50,000 cells were placed in the top chamber of each insert (8 μm pore size; BD Biosciences, Franklin Lakes, NJ) without matrigel coating. For the invasion assay, 1 × 10^5^ cells were placed on the upper chamber of each insert in 24-well Biocoat Matrigel invasion chambers (8 μm pore size; BD Biosciences). The cells that migrated through the membrane and adhered to the lower surface of the membrane were fixed with methanol and stained with Diff Quick staining. For quantification, the cells were counted under a microscope in four random fields.

***Immunoblot analysis.*** Sodium dodecyl sulfate–polyacrylamide gel electrophoresis gels were calibrated using Precision Plus protein standards (161–0375) (Bio-Rad, Hercules, CA) and anti-CKS1B (1:200), anti-STAT3 (1:1,000), anti-p-STAT3 (1:2,000), anti-PD-L1 (1:1,000), anti-Bcl-2 (1:200), anti-c-Myc (1:1,000), anti-Cyclin D1 (1:200), and anti-actin (1:1,000) were used as the primary antibodies. Two secondary antibodies (peroxidase-labeled anti-mouse and anti-rabbit antibodies) were used at a dilution of 1:10,000.

***FCM analysis and cell sorting.*** Cells were suspended in their culture medium and subjected to a FACSAria II cell sorter (BD Biosciences) for FCM analysis and cell sorting. At least one million cells were pelleted by centrifugation at 180*g* for 5 minutes at 4 °C, resuspended in 20 μl of a monoclonal mouse antihuman PD-L1-APC antibody (eBioscience, San Diego, CA) or a monoclonal mouse IgG1 K isotype control APC antibody (eBioscience) solution, and incubated for 30 minutes at 4 °C.

***Animal studies.*** Animal experiments were performed in compliance with the guidelines of the Institute for Laboratory Animal Research, National Cancer Center Research Institute (Number: T12-004); 6–7 weeks old male C.B-17/Icr-scid/scidJcl mice (CLEA, Tokyo, Japan) were used in the experiments. Intrathoracic injections were performed following a previous protocol with minor modifications.^7^ For *in vivo* imaging, the mice were administered 150 mg/kg D-luciferin (Promega, Madison, WI) by intraperitoneal injection. Ten minutes later, photons from the whole bodies of the animals were counted by measuring bioluminescence with an IVIS Spectrum imaging system (Caliper Life Science, Hopkinton, MA). The data were analyzed using LIVINGIMAGE 4.2 software (Caliper Life Science). The development of lung cancer was monitored twice a week *in vivo* by bioluminescent imaging. In the repeated administration study, the treatment (3 mg/kg of CDDP) was performed on days 7, 14, and 21 (once a week for 3 weeks, three treatments total).

***Statistical analyses.*** All experiments were repeated at least three times, and the results are expressed as the means ± SD. The statistical analyses were mainly conducted using Student's *t*-test. The analysis of miRNA microarrays for clinical samples was conducted using analysis of variance. Pearson's correlation was estimated between miR-197 and PD-L1. The Kaplan–Meier method was used to estimate survival as a function of time, and survival differences were analyzed by the log-rank test. All of the analyses were performed using PASW statistics version 18.0 (IBM, Armonk, NY) and STATA version 12.0 (Stata Corp, College Station, TX). *P* values <0.05 indicated a statistically significant difference.

A detailed description of the materials and methods used in this study are found in **Supplementary Materials and Methods**.

**SUPPLEMENTARY MATERIAL** **Figure S1**. Statistical analysis of the miRNA microarray in a cohort study. **Figure S2**. miR-197 regulates malignant phenotypes of lung cancer cells *in vitro*. **Figure S3**. Prediction of target candidates for miR-197. **Figure S4**. CTNND1, ERLIN2, CKS1B, and CEP55 are direct targets of miR-197. **Figure S5**. Western blot analyses of the downstream targets of CKS1B. **Figure S6**. FCM analyses of the PD-L1 levels of A549, PC14, and PC14CDDP. **Table S1**. Characteristics of participating patients of a cohort study (*n* = 29). **Table S2**. Characteristics of participating patients of a validation cohort study (*n* = 177). **Table S3**. The primer sequences for qRT-PCR analyses. **Materials and Methods**

## Figures and Tables

**Figure 1:**
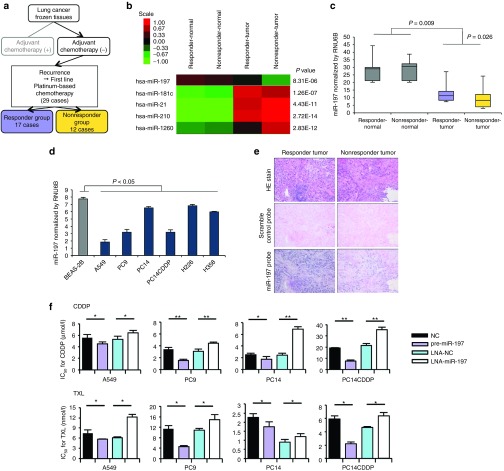
**miR-197 is a novel miRNA related to chemoresistance and survival in NSCLC.** (**a**) Schema for the patient selection of a cohort study for miRNA microarray. (**b**) A heat map of miRNA microarray analysis revealed differentially expressed miRNAs in tumor and adjacent normal tissues in the two groups. (**c**) qRT-PCR analysis of the expression levels of miR-197 in lung tumors and adjacent normal tissues. (**d**) qRT-PCR analysis of the expression levels of miR-197 in human lung cancer cell lines. (**e**) miR-197-specific probe and scramble control probe were hybridized *in situ* with lung adenocarcinoma tissue. Original magnification, ×100. (**f**) IC_50_ after transient transfection of each miRNA and CDDP and TXL treatment. *P < 0.05; **P < 0.01. CDDP, cisplatin; HE, hematoxylin and eosin; IC_50_, concentration of drug needed to inhibit cell growth by 50%; LNA, locked nucleic acid; miRNA, microRNA; NC, negative control; NSCLC, non-small-cell lung cancer; qRT-PCR, quantitative reverse transcription-PCR; TXL, paclitaxel.

**Figure 2:**
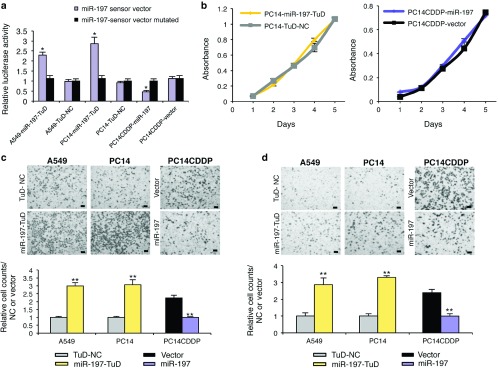
**miR-197 regulates malignant phenotypes of lung cancer cells *in vitro*.** (**a**) The luciferase activity of A549-miR-197-TuD, PC14-miR-197-TuD, and PC14CDDP-miR-197 cells was compared to that of each control cell line in response to a miR-197 sensor vector or the mutated vector. (**b**) No significant effect of decreased or increased miR-197 levels on the growth rate of PC14 or PC14CDDP. (**c** and **d**) Representative images (upper panels, pictures) and quantification (lower panels, graphs) of the effect on (**c**) cell invasion and (**d**) migration. The invasive or migration values were normalized to the values from control cells (scale bar = 100 μm). *P < 0.05; **P < 0.01. NC, negative control.

**Figure 3:**
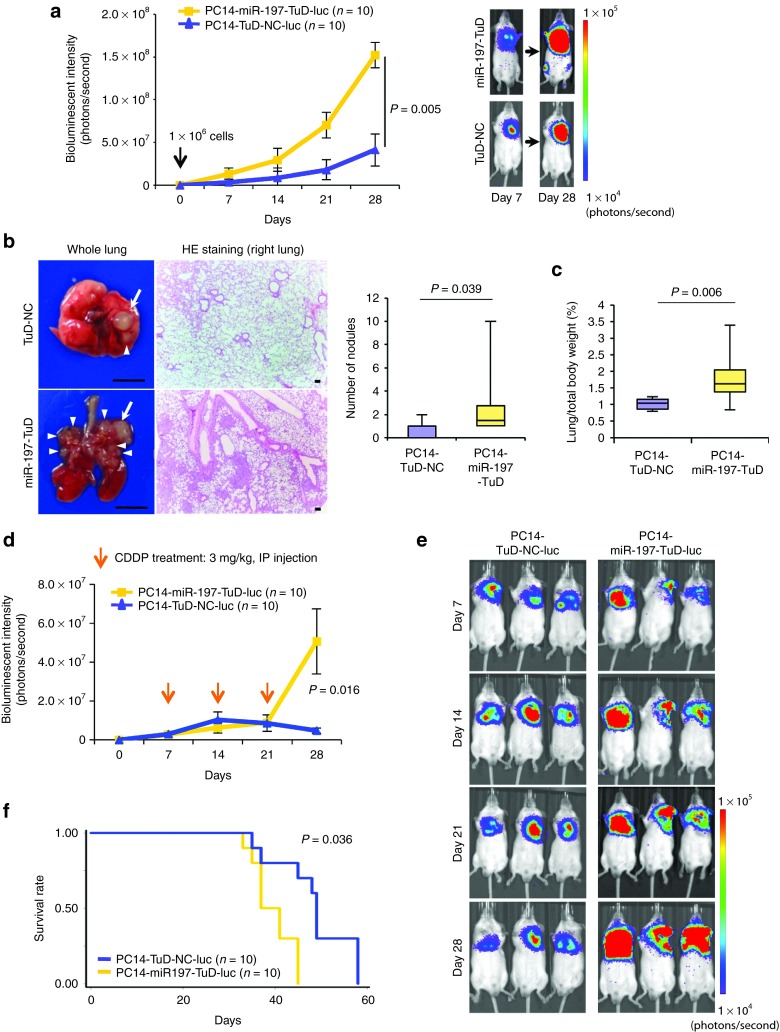
**Knockdown of miR-197 promotes tumorigenicity, pulmonary metastasis, and chemoresistance *in vivo*.** (**a**) The bioluminescent change emitted from the whole bodies of the mice bearing PC14-miR-197-TuD-luc or PC14-TuD-NC-luc cells (10 mice per group) (*P* = 0.005) (left graph) and representative bioluminescence images of lung tumor growth on days 7 and 28 (right panel). (**b**) Representative pictures of murine whole lung (left) and hematoxylin/eosin (HE) staining of the right lung are presented (right graph) (scale bar = 100 μm). Arrows indicate primary lung nodules, and triangles indicate the surface of metastatic nodules. The number of visible surface metastatic lesions in mice (10 mice per group) was significantly increased in the miR-197-attenuated group (*P* = 0.039). (**c**) The ratio of lung weights to total body weight in mice (10 mice per group) (*P* = 0.006). (**d**) The bioluminescent change emitted from the whole bodies of the mice bearing PC14-miR-197-TuD-luc or PC14-TuD-NC-luc cells (10 mice per group) after repeated intraperitoneal injections (IP injections) of CDDP (*P* = 0.016). (**e**) Representative bioluminescence images of lung tumor growth in each group after repeated administration of CDDP. (**f**) The overall survival rates in each group were estimated by the Kaplan–Meier method (*P* = 0.036). CDDP, cisplatin.

**Figure 4:**
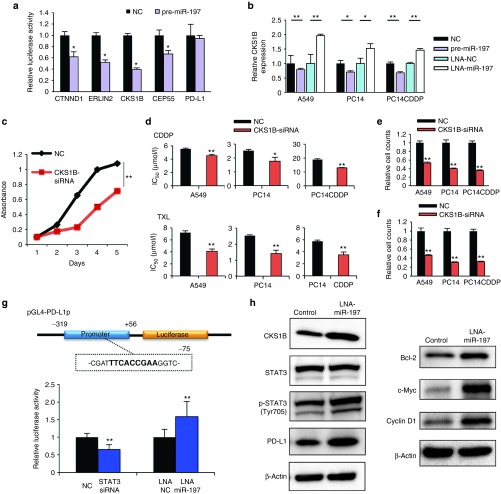
**miR-197 targets the cyclin-dependent kinase CKS1B and regulates CKS1B/STAT3 signaling.** (**a**) Dual-luciferase assays demonstrating that the repression of candidate genes by miR-197 was measured. (**b**) qRT-PCR analyses of mRNA levels of CKS1B in indicated cells treated with each miRNA. (**c**) Cell proliferation assay in A549 cells after transfection of each siRNA. (**d**) IC_50_ (CDDP or TXL) after transfection of each siRNA. (**e** and **f**) Quantification of the effect on (**e**) cell invasion and (**f**) migration after transfection of each siRNA. (**g**) The PD-L1 promoter regulatory module. A STAT3 binding site is indicated in bold. This region was cloned into a pGL-luciferase vector (pGL4-PD-L1p). Analyses of pGL4-PD-L1p luciferase activity in PC14CDDP cells treated with STAT3-siRNA, LNA-miR-197, or each NC. (**h**) Western blot analyses of target genes related to CKS1B/STAT3 signaling after treatment with LNA-miR-197 or control in PC14CDDP cells. *P < 0.05; **P < 0.01. CDDP, cisplatin; IC_50_, concentration of drug needed to inhibit cell growth by 50%; LNA, locked nucleic acid; miRNA, microRNA; mRNA, messenger RNA; NC, negative control; PD-L1, programmed cell death ligand-1; qRT-PCR, quantitative reverse transcription-PCR; siRNA, small interfering RNA; TXL, paclitaxel.

**Figure 5:**
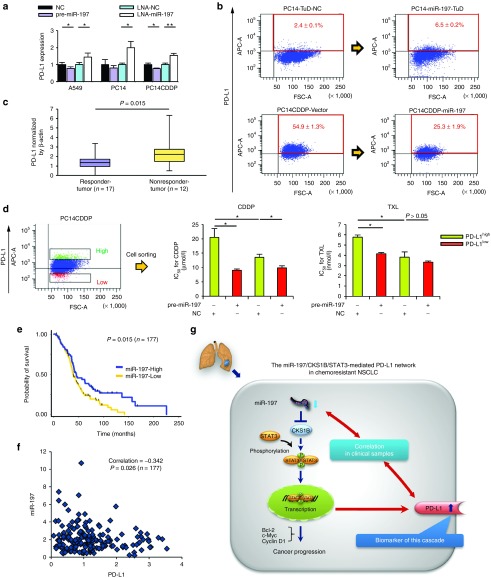
**PD-L1 is a putative biomarker regulated by the miR-197/CKS1B/STAT3 signaling cascade in NSCLC.** (**a**) qRT-PCR analyses of the mRNA levels of PD-L1 treated with each miRNA. (**b**) FCM analyses of PD-L1 expression induced by knockdown or overexpression of miR-197 in PC14 or PC14CDDP cells. (**c**) qRT-PCR analyses of mRNA levels of PD-L1 in lung tumor samples of the cohort study (*P* = 0.015). (**d**) FCM cell sorting to purify PD-L1^high^ and PD-L1^low^ cellular subsets from PC14CDDP to estimate the IC_50_ (CDDP or TXL) of PD-L1^high^ and PD-L1^low^ cells after transfection of each miRNA. (**e**) Survival outcomes of miR-197 expression in a validation cohort study (*P* = 0.015, *n* = 177). (**f**) Scatter plots between the expression of miR-197 and PD-L1 gene expression (*P* = 0.026, *n* = 177). (**g**) Scheme of the miR-197/CKS1B/STAT3-mediated PD-L1 network in chemoresistant NSCLC. The miR-197/CKS1B/STAT3 axis regulates cancer progression, and tumor PD-L1 expression as a putative biomarker of this cascade. *P < 0.05; **P < 0.01. CDDP, cisplatin; FCM, flow cytometry; IC_50_, concentration of drug needed to inhibit cell growth by 50%; miRNA, microRNA; mRNA, messenger RNA; NC, negative control; NSCLC, non-small-cell lung cancer; PD-L1, programmed cell death ligand-1; qRT-PCR, quantitative reverse transcription-PCR; TXL, paclitaxel.

How the deposited data were processed for this re-analysis (not part of the article)

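RNA from A549, PC14 and PC14CDDP cells transfected at 25 nM with pre-miR-197, NC, LNA-miR-197 or LNA-NC was measured on 12 one-dye Agilent arrays, 1 for each transfection of each line. The authors scanned the arrays with Agilent Feature Extraction 10.7.3.1 and deposited each spot's intensity as the mean of its pixels, the median of its local background and a processed signal, which is background-subtracted and detrended within the array and not scaled between arrays. They also deposited Feature Extraction's flags per spot, and a table of intensity values that equals the processed signal on every spot of the 12 arrays. The paper's main text states no normalization for these arrays and names Student's t-test for the experiments in general. It refers to supplementary methods, which were not read here and may state one. All samples could be matched to a line and a transfection, and 0 columns belonged to other samples.

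From these values, control spots and spots marked as outliers were left out, spots of the same probe were averaged, and the log2 of the processed signal was taken minus the log2 of the 75th percentile of the array. Probes with a missing value on any array (106) were left out. A probe entered when it was well above background on at least 3 of the 12 arrays, which 33712 did, and the probe with the highest mean signal stood for its gene, which left 24856 genes. Gene names were taken from the RefSeq table of GRCh38.p14 through the accession of each probe, without version numbers. This matched 28174 of 50599 probes (55.7%), and other probes kept the name shared by matched probes of the same file name, or the file's own name. Probe coordinates are those of the files, on hg19. The share of probes well above background was between 55.8% and 63.0% per array, the 75th percentile lay between 613 and 719 signal units, and no spot was saturated (0 on every array). Where a probe was not well above background on any array of 1 of the groups, only a bound is given. The bound compares the mean of the brighter group with the mean of, per array, the higher of the dim probe's own signal and the lowest signal among probes well above background.

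limma 3.58.1 in R 4.3.3 was fitted to all 12 arrays with the transfection and the cell line as terms, followed by eBayes and Benjamini-Hochberg adjustment over the genes tested, and an adjusted p under 0.05 was called. The comparisons were pre-miR-197 against NC, LNA-miR-197 against LNA-NC, the difference between these contrasts, LNA-NC against NC, and PC14CDDP against PC14. The cell line is the replicate and pairs each treated array with its control. PC14CDDP and its parental line PC14 count as separate replicates, though they are related. After LNA-miR-197 their ratios correlated across genes with r of 0.468, against 0.256 for A549 and PC14 and 0.303 for A549 and PC14CDDP. Deviations from the means of the transfections were correlated across genes between arrays of the same line, with r from 0.929 to 0.949 in A549, from 0.882 to 0.905 in PC14 and from 0.848 to 0.898 in PC14CDDP. Genes changed by at least 1.2-fold in all 3 lines, or by at least 2-fold on average, were counted without a test. Mitotic, interferon-stimulated and STAT3 target genes were tested as sets with limma's fry, on lists fixed before the data were examined. Single genes were compared by exact permutation tests. The permutation test of PC14CDDP against PC14 was unpaired, and so was the t-test run as an alternative. The 4 arrays of a line in the comparison of PC14CDDP with PC14 are cultures of 1 line and not independent lines. limma was tested on simulated arrays for pre-miR-197 against NC, with 24856 genes of which 200 were changed by a log2 change of 2. A further list of 23 genes was lowered by 1 and was left out of the recovered and the false calls. limma recovered 184 of the 200 (92.0%) with 10 false calls, called 0 genes in an unchanged comparison, and recovered 158 with A549 left out. On the real arrays limma called 0 genes after pre-miR-197 with A549 left out. The planted change is larger than that of any gene the paper names, so the recovery does not tell the power for those genes.

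The genes named are those the paper names for these pathways, the 5 with the largest mean decrease and the 5 with the largest mean increase after pre-miR-197 and after LNA-miR-197, among genes that moved the same way in all 3 lines and whose probe was well above background on at least 9 of the 12 arrays, and the 5 with the largest opposite changes, lower after pre-miR-197 and higher after LNA-miR-197 in all 3 lines. The other genes were chosen after the values were seen: GNAI3, GNAT2, AMPD2 and GSTM1 to GSTM5 for their place next to MIR197, RTEL1 and TNFRSF6B, and the genes named for a rise on the LNA-NC arrays only. The alternatives were quantile normalization, normexp background correction with an offset of 50, the deposited table in place of the scanner values, no filter on dim probes, a filter on all 12 arrays, the mean of a gene's probes, each line left out, no cell line block, the slide as a block, only the arrays of the comparison, eBayes with a trend and robust prior, the methods' t-test, and camera in place of fry. Tests of seed matches in 3′ UTRs were not run, since 3′ UTR sequences, the mature miRNA sequence and the TargetScan predictions were not used here. The miRNA arrays of clinical samples, qRT-PCR, western blots and flow cytometry were not analysed here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 read the files and drew the plots.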

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

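The tests of random error of single arrays, of genes with 2 raised probes, of other probes of the same genes (in the form given) and of the position of the arrays on the slide were chosen only after the result was seen, and the other tests in this part were set before theirs.

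STAT3 and BCL2 moved in opposite directions between cell lines after pre-miR-197, each by at least 1.2-fold. STAT3 had a log2 ratio to NC of -0.42 in A549, 0.14 in PC14 and 0.39 in PC14CDDP, a gap of 0.81 between the highest and the lowest, and BCL2 had -0.37, 0.03 and 0.41, a gap of 0.78. The difference between lines was not tested, because each line has 1 array per transfection, and 9 genes were looked at in 2 comparisons. The other probe of each gene did not show the pattern. The other STAT3 probe gave -0.53, -0.05 and -0.15 and the other BCL2 probe -0.27, -0.41 and -0.13, so that 0 of the 1 other probe of STAT3 and 0 of the 1 other probe of BCL2 moved in opposite directions in A549 and PC14CDDP. A fault of a single probe may therefore be the source, though with 1 other probe each the pair does not say which of them is right. Averaging the probes gave a mean of -0.10 for STAT3 and -0.12 for BCL2. A549 lay on another slide than PC14 and PC14CDDP, so that slide and line cannot be told apart for A549. A difference between the cell lines themselves stays open and was not tested.

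The paper does not report the comparison of the control transfections with each other. limma called 157 genes between LNA-NC and NC, 44 lower and 113 higher, with 3434 genes at an unadjusted p under 0.05. Of the 10 ways to split the 6 control arrays into groups of 3, only the real one (1 of 10) gave as many calls, and since 10 splits cannot give a share under 0.1, the splits alone cannot exclude chance. Among the 4 splits that part each line's pair, the other splits gave at most 1 call. The share of higher genes was 72.0% and rose to 85.2% with normexp background correction, which called 29 lower and 167 higher. With a line left out, limma called 0 to 6 genes (1995 to 2997 at an unadjusted p under 0.05). LNA-NC arrays lay in 1 slide column, which no array of another transfection shared, so the position on the slide cannot be told apart from the transfection. The controls differ in their chemistry and sequence, which is a biological explanation that was not tested.

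On the LNA-NC arrays, 51 of 33712 probes, of 48 genes, were at least 2-fold above every other transfection in all 3 lines, led by TERB1, MSH4 and NME5 (named after their values were seen), which were well above background on 3 LNA-NC arrays and on 0 of the others. The same count was 34 for LNA-miR-197, 1 for pre-miR-197 and 0 for NC. Random error of single arrays does not follow the transfection, and is argued against by the 60 sets of 3 arrays with different transfections, 1 per line, which gave at most 8 such probes. Independence between the lines within bins of signal gives 0.243 probes for LNA-NC. A defect in one region of the arrays is also argued against, because the 50 probes with a single spot lay as far from their nearest neighbour (mean 18.9 spots) as random sets of probes (median 19.0 spots, permutation test with 10000 random sets, one-sided p = 0.482). AMY1C, LOC100507165 and MPP4, also named after their values were seen, were each raised on 2 probes, which in all 3 genes share no run of 15 bases, so that a fault of single probes is argued against for these. For the other genes it stays open. Beside the most raised probe of each gene, 5 of 13 other probes (38.5%) lay above every other transfection on LNA-NC in all 3 lines, against 3.69% of all probes. This count was first made without every raised probe, which gave 2 of 10 (20.0%), and was changed after that value was seen, because it left out the probes that follow. The position on the slide stays open as well, since these arrays lie in 1 column only, and cannot be told apart from the transfection. An effect of the LNA-NC oligonucleotide on these transcripts was not tested.

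The comparison of PC14CDDP with PC14 across all genes is not reported in the paper. limma called 12051 of 24856 genes, 5802 lower and 6249 higher in PC14CDDP, and 13445 at an unadjusted p under 0.05. No other of 35 splits of these 8 arrays gave as many (1 of 35, the real one), and the other splits gave 0 calls. Each other split mixes the lines in both groups, so the difference between the lines enters its spread and holds its calls down. The splits therefore show only that these arrays group by line, or by slide row. Leaving out A549 gave 11856 calls. The 4 arrays of each line are cultures of 1 line, so the count describes these lines and not resistance in general. The lines lay in different rows of the same slide, and row and line cannot be told apart. Resistance to CDDP and other differences between the lines are biological explanations that were not tested.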

How the results depend on the processing

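The alternatives below were chosen before the data were examined, apart from the exchange of the controls (NC as the control of LNA-miR-197 and LNA-NC as the control of pre-miR-197), which was chosen after the data were seen. For changed results the cause was not tested unless it is named. The planned tests and variants that need seed matches in 3′ UTRs were not run. PC14CDDP and PC14 could not be compared with either of them left out, and without the block or with the slide as the block this comparison was not made.

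Quantile normalization gave 54 genes lower after pre-miR-197 (34 as reported) and 28 lower after pre-miR-197 and higher after LNA-miR-197 in the contrast of the comparisons (18 as reported). The interferon-stimulated genes after pre-miR-197 had a mean log2 change of -0.46 and no longer passed 0.05 before adjustment in fry, which they did as reported. Normexp background correction gave 339 lower and 225 higher genes after pre-miR-197, and 1617 lower and 1571 higher after LNA-miR-197. In the contrast it gave 276 genes in the direction of repression, out of 572 in either direction. By fold it gave 595 genes lower at least 1.2-fold and 22 lower at least 2-fold on average after pre-miR-197. The offset of 50 in this setting shrinks the ratios of dim probes by construction. It kept 50 of the 54 genes called after pre-miR-197 and 1707 of the 1922 called after LNA-miR-197. The split of calls between LNA-NC and NC was 29 lower and 167 higher (85.2% higher), against 44 and 113 (72.0%). The median log2 change over all genes under each scaling was between -0.04 and 0.07.

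Without a filter on dim probes, limma called 4 lower and 0 higher genes after pre-miR-197 (4113 at an unadjusted p under 0.05). It called 271 lower and 238 higher after LNA-miR-197 and 90 between LNA-NC and NC. In the contrast it called 0 in the direction of repression and 1 in either direction (4567 unadjusted). By fold, 562 genes were lower at least 2-fold on average. With probes well above background on all 12 arrays limma called 278 lower and 180 higher after pre-miR-197, and 1461 lower and 1610 higher after LNA-miR-197. In the contrast it called 262 in the direction of repression, out of 515 in either direction, and 64 genes were lower at least 2-fold on average. This filter kept 50 and 1656 of the genes called after pre-miR-197 and LNA-miR-197. The mean of a gene's probes gave 10 higher genes after pre-miR-197. In the contrast it gave 0 genes in the direction of repression and 1 in either direction (4402 unadjusted). With a trend and robust prior limma called 301 lower and 229 higher after pre-miR-197, and 1579 lower and 1660 higher after LNA-miR-197. It called 293 between LNA-NC and NC, and in the contrast 295 in the direction of repression, out of 621 in either direction. This prior kept 52 and 1854 of the genes called after pre-miR-197 and LNA-miR-197. Dim probes limit limma's counts after pre-miR-197 and after LNA-miR-197, which rose with the stricter filter and fell without one.

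With no replicate block, that is without the pairing by cell line, limma called 0 lower and 0 higher genes after pre-miR-197 (285 unadjusted), 3 lower and 0 higher after LNA-miR-197 (869 unadjusted), 0 in the contrast (431 unadjusted) and 6 between LNA-NC and NC, and the interferon-stimulated genes (mean -0.46) did not pass 0.05 in fry. The cell lines differ in many genes, and this difference enters the residual without the block. With the slide as the block, which joins PC14 and PC14CDDP, limma called 0 and 0 genes after pre-miR-197 (1273 unadjusted), 4 lower and 3 higher after LNA-miR-197, 0 in the contrast (1659 unadjusted) and 44 between LNA-NC and NC. With only the arrays of the comparison it called 0 lower and 0 higher after pre-miR-197 (3982 unadjusted), 0 and 0 after LNA-miR-197 (4787 unadjusted) and 0 between LNA-NC and NC (3980 unadjusted), with fewer arrays to estimate the spread. The methods' t-test after Benjamini-Hochberg adjustment called 0 lower and 0 higher in both comparisons, and at P under 0.05 it called 195 lower and 219 higher after pre-miR-197 and 393 lower and 367 higher after LNA-miR-197. This t-test was unpaired, so the difference between cell lines entered its spread as well.

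Leaving out each line in turn gave 0 to 0 lower and 0 to 0 higher genes after pre-miR-197 (1709 to 4096 unadjusted), 0 to 2 lower and 0 to 0 higher after LNA-miR-197 (3787 to 6882 unadjusted), 0 to 0 in the contrast (2370 to 4433 unadjusted) and 0 to 6 between LNA-NC and NC, all from limma. The genes lower at least 1.2-fold in the lines left numbered 1981 to 2611, since fewer lines must meet the threshold, and those lower at least 2-fold on average 275 to 515. The mean change of the interferon-stimulated genes was -0.541 to -0.364 after pre-miR-197, which passed 0.05 in fry without A549 but not without PC14 or without PC14CDDP. After LNA-miR-197 it was -0.328 to 0.0194, and the lowest, without A549, passed 0.05. The STAT3 target genes had means of -0.0116 to 0.0648 after pre-miR-197 and of -0.0369 to 0.0236 after LNA-miR-197, and the mitotic genes of -0.0763 to 0.0553 after LNA-miR-197, so that these small means changed sign. In each of these fits 2 lines are left.

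Camera with its preset correlation of 0.01 passed the mitotic genes after pre-miR-197 at 0.05 (mean 0.110), which neither fry nor camera with an estimated correlation did. It also passed the interferon-stimulated genes, as fry did before adjustment, and camera with an estimated correlation (mean -0.456) did not. All of these are tests before adjustment over the sets, and the cause was not tested.

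Other definitions moved the counts by fold. Lower after pre-miR-197 or higher after LNA-miR-197 in all 3 lines held for 2908 genes, both for 48, a change in the same direction in all 3 lines, lower or higher, for 2190 after pre-miR-197 and for 5417 after either transfection. Higher at least 2-fold on average after LNA-miR-197 held for 466 genes, and the mean of the linear folds gave 485 in place of 272. With the controls exchanged, limma called 1946 lower and 1762 higher after LNA-miR-197 against NC, and 406 lower and 333 higher after pre-miR-197 against LNA-NC, where the STAT3 target genes had a mean of 0.154 and passed 0.05 in fry.

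With the series matrix, which holds the same signals with outlier spots kept, each of these counts stayed within 1.5 times and each set on its side of 0.05. The count between PC14CDDP and PC14 stayed between 10500 and 13621 under all alternatives run for it. The 33 named genes give 47 results over the 2 comparisons. Of their 657 values under an alternative, 499 kept direction and side of the threshold, 129 lost the call, 16 gained it and 13 changed sign. None of the values that changed sign was called. STAT3 after pre-miR-197 was -0.10 with the mean of the probes, and -0.14 without PC14CDDP, -0.0128 without PC14 and 0.27 without A549. BCL2 was -0.12 with the mean of the probes, and -0.17 without PC14CDDP to 0.22 without A549. After LNA-miR-197 BCL2 was -0.00155 with normexp, -0.31 with the mean of the probes, -0.16 against NC, and -0.10 without PC14 to 0.0927 without A549. STAT3 after LNA-miR-197 was -0.0532 with the mean of the probes and -0.0755 against NC, and ERLIN2 was 0.12 with the mean of the probes. CCND1 after pre-miR-197 was 0.15 against LNA-NC.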

Differences from the paper's values

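The tests with the controls exchanged were chosen only after the result was seen, and the figure values were read by eye after the array values had been seen. Of the figure values read for CKS1B and PD-L1, only those more than 1.5 times apart from the array ratio as reported are treated below. The others lay within this limit. For each of them except PD-L1 in PC14 after LNA-miR-197, an array ratio of no change would also have met it. Meeting the limit therefore does not show that the assays gave alike values. In PC14 and PC14CDDP after LNA-miR-197, CKS1B was about 1.5 in the figure, and the array ratios were 1.07 and 1.13.

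The paper gives 18 predicted targets with an average change of at least 2-fold, and its main text does not name the transfection or the direction counted. They were selected with TargetScan, which was not used here. Without that selection 272 genes were lower by at least 2-fold on average after pre-miR-197. Of the alternatives set before the data were examined, normexp background correction (22 genes) fell within 1.5 times the paper's 18. The others did not, at 307 with quantile normalization, 282 with the series matrix, 562 without a filter on dim probes, 64 with probes well above background on all 12 arrays, 248 with the mean of a gene's probes, 515 without A549, 425 without PC14, 275 without PC14CDDP, 466 for genes higher after LNA-miR-197 and 485 with the mean of the linear folds. The counts here are over all genes and the paper's is of a selected part, so neither the gap nor the nearness of a setting tells which setting is closer to the paper's processing.

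For CKS1B in A549 after LNA-miR-197, the paper's qRT-PCR value is about 2.0 relative to LNA-NC in Fig. 4b, read by eye, and the array ratio was 1.00, by another assay. The value stayed apart from the paper's under quantile normalization (0.977), normexp background correction (1.00), the series matrix (1.00), no filter on dim probes (1.00), probes well above background on all 12 arrays (1.00) and the mean of the CKS1B probes (1.03). None of these alternatives, set before the data were examined, came within 1.5 times the paper's value.

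For PD-L1 in PC14CDDP after LNA-miR-197, the paper's qRT-PCR value is about 1.5 relative to LNA-NC in Fig. 5a, read by eye, and the array ratio of CD274 was 2.91, by another assay. It was 2.82 with quantile normalization, 2.35 with normexp background correction, 2.91 with the series matrix, without a filter on dim probes and with probes well above background on all 12 arrays, and 2.38 with the mean of the CD274 probes. None of these alternatives, set before the data were examined, came within 1.5 times the paper's value.

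The paper states that LNA-miR-197 raised CKS1B significantly in all 3 lines by qRT-PCR (Fig. 4b). On the arrays the CKS1B log2 ratios were 0.00, 0.10 and 0.18 (limma adjusted p = 0.566), and limma did not call it under any setting run, nor over the 9 genes the paper names alone. For CKS1B after pre-miR-197, which the paper reports as inhibited, the ratio was below 0 in all 3 lines and limma did not call it under any setting run when adjusted over all genes tested, with the lowest adjusted p at 0.0729 with a trend and robust prior. Adjusted over the 9 genes the paper names alone, limma called CKS1B (adjusted p = 0.0419) and CTNND1 (0.00134) after pre-miR-197. The paper names CTNND1 as regulated. limma called it after pre-miR-197 with normexp background correction (adjusted p = 0.0126), probes well above background on all 12 arrays (0.0209) and a trend and robust prior (0.0174), and with LNA-NC as the control, chosen after seeing the values (0.0295), but not as reported (0.0641). For CEP55 no setting gave a call in either comparison, nor did the 9 genes alone. The paper reports by western blot that LNA-miR-197 raised Bcl-2, c-Myc and cyclin D1 protein in PC14CDDP (Fig. 4h). On the arrays of PC14CDDP the log2 ratios were -0.09 for BCL2, 0.15 for MYC and -0.36 for CCND1, each from 1 pair of arrays and of mRNA, not protein. The other BCL2 probe gave -0.75 on the same pair. No setting called BCL2 or MYC after LNA-miR-197, and CCND1 was called only as lower, against NC, a control chosen after seeing the values (mean -0.44, limma adjusted p = 0.0436).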

Other observations

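The tests of the position of the arrays on the slide and of the other CTNND1 probe, and the genes RTEL1 and TNFRSF6B, were chosen only after the result was seen.

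The changes after the mimic and after the inhibitor were not opposite across genes. Pearson's r between the log2 ratios after pre-miR-197 and after LNA-miR-197 was 0.0983 in A549, 0.0972 in PC14 and 0.106 in PC14CDDP, across 24856 genes that are not independent replicates, and the comparisons share no array. By the 1.2-fold rule in all 3 lines, 48 genes were lower after pre-miR-197 and higher after LNA-miR-197, where 85.4 would be found if the comparisons were independent, whereas 209 were lower after both (97.3 if independent), 153 were higher after both (66.9) and 61 were higher after pre-miR-197 and lower after LNA-miR-197 (76.2). In the contrast between the comparisons, limma called 29 genes, 18 of them in the direction of repression by miR-197. Of 32 exchanges of treated and control arrays within lines, 2 gave as many calls, the real one included, a share that does not exclude chance. The other one, with LNA-miR-197 and LNA-NC exchanged in all 3 lines, is not a random grouping, since it asks for a change in the same direction, and gave 1514 calls. The rest gave at most 4. Random error of dim probes that hides an inverse relation is argued against, because among the 18442 genes well above background on all 12 arrays r was 0.183, 0.177 and 0.199 and so not below 0. The position of the arrays stays open. 0 of the 4 transfections lay in more than 1 slide column, so that the position and the transfection cannot be told apart. A response to transfection that both oligonucleotides share is a biological explanation that was not tested.

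Splits of the arrays alone cannot exclude chance for the counts after each transfection. As many calls as after pre-miR-197 (54) were found in 1 of 10 splits, the real one, and likewise for LNA-miR-197 (1922) in 1 of 10, and a share under 0.1 is not possible with 3 arrays against 3. Among the 4 splits that part each line's pair, the other splits gave 0 calls for pre-miR-197 and at most 1 for LNA-miR-197.

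Of the 957 genes lower after LNA-miR-197 than after LNA-NC, 878 (91.7%) had a lower mean than in NC too, and 82.9% were lower than NC in all 3 lines. Since both comparisons use the same LNA-miR-197 arrays, unchanged groups simulated with the same arrays give 83.5%. For the 965 higher genes the share was 98.0%. A change in the LNA-NC control as the whole source of the lower calls is argued against by the 91.7%. It stays open for single genes, such as the 5 with the largest decreases, which lay between -1.51 and 1.60 against NC on the log2 scale.

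CTNND1 was lower on its brighter probe after pre-miR-197 and also after LNA-miR-197 (-0.62 in A549, -0.79 in PC14 and -1.25 in PC14CDDP). Of the 1 other probe that passed the filter, 0 were lower after LNA-miR-197 in all 3 lines, with ratios of 0.25, 0.23 and 0.22. A fault of a single probe may be the source, or transcripts that only 1 of the probes binds, which was not tested. With the mean of both probes the log2 ratio after LNA-miR-197 was -0.33 (limma adjusted p = 0.0918).

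Lists of genes, fixed in advance, were tested as sets with fry, with Benjamini-Hochberg adjustment over 6 tests. Of the 28 interferon-stimulated genes 23 were measured. After pre-miR-197 their mean log2 change was -0.46 (median -0.52, 17 of 23 lower, means of -0.29 in A549, -0.64 in PC14 and -0.44 in PC14CDDP), which passed 0.05 before adjustment but fails the correction (limma's fry, adjusted p = 0.259). The 23 mitotic genes had a mean of 0.11, with 4 lower (limma's fry, adjusted p = 0.573), and the 20 STAT3 target genes of 0.03, with 8 lower (adjusted p = 0.590). After LNA-miR-197 the means were -0.13 with 15 lower (limma's fry, adjusted p = 0.573) for the interferon-stimulated, -0.0078 with 12 lower (adjusted p = 1.00) for the mitotic and -0.01 with 9 lower (adjusted p = 0.748) for the STAT3 target genes, whose median was 0.02 and so of the other sign. Of the 20 STAT3 target genes, 4 are named by the paper and 1 is also in the mitotic list, and the paper names 0 of the genes in the other lists. Among 10 splits of the arrays, a mean as large was found for the interferon-stimulated genes in 3 after pre-miR-197 and 6 after LNA-miR-197, for the mitotic genes in 3 and 8, and for the STAT3 target genes in 7 and 10, the real split included. Among the 4 splits that part each line's pair, which keep the difference between lines out, the counts were 1 and 3 for the interferon-stimulated, 2 and 3 for the mitotic and 3 and 4 for the STAT3 target genes. Splits of this number cannot exclude chance, since 10 cannot give a share under 0.1. No biological explanation was tested.

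The paper reports by flow cytometry that PD-L1 is higher in PC14CDDP than in parental PC14 (Supplementary Figure S6). On the arrays CD274 was higher in PC14CDDP by 2.79 on the log2 scale, or 6.92-fold, in 4 of 4 pairs of the same transfection (unpaired exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow, and 0.0857 after Benjamini-Hochberg adjustment over 9 genes, and limma adjusted p = 2.8e-05). The exact test does not use the pairing by transfection, so differences between transfections enter its spread. CKS1B was higher in PC14CDDP by 0.87 in 4 of 4 pairs, and STAT3 was lower, with a log2 difference of -0.62, in all of them, each with the same exact p of 0.0286. CTNND1, ERLIN2 and CEP55 were also lower in all pairs, by -0.64, -0.56 and -0.41 (exact p = 0.2, 0.286 and 0.0571, limma adjusted p = 0.00396, 0.00350 and 0.0172). CCND1 was higher by 0.39 in 4 of 4 pairs (exact p = 0.0857, limma adjusted p = 0.0131). MYC was higher in 3 of 4 pairs and BCL2 in 2 of 4. The 4 arrays of a line are cultures of 1 line.

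MYC, whose protein the paper reports as raised by LNA-miR-197 (Fig. 4h), was higher after pre-miR-197 in all 3 lines, with log2 ratios of 0.55, 0.86 and 0.56 (mean 0.66, limma SE 0.13, adjusted p = 0.0824). limma called it with normexp background correction (adjusted p = 0.0209), with a trend and robust prior (0.0216) and with probes well above background on all 12 arrays (0.0329), and over the planned settings the adjusted p ranged from 0.0209 to 1.00. After LNA-miR-197 its ratios were -0.01, 0.16 and 0.15. CCND1 had ratios of -0.24, -0.07 and -0.18 after pre-miR-197 and of -0.14, 0.11 and -0.36 after LNA-miR-197. In the contrast of the comparisons, limma called 3 of the 9 genes the paper names when adjusted over the list alone, ERLIN2, CD274 and MYC, and 0 over all genes tested, and MYC went in the direction opposite to repression.

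The rule for opposite changes, lower after pre-miR-197 and higher after LNA-miR-197 in all 3 lines, names ADCY10, BSN-DT, XLOC_003057, LINC00324 and FLJ31104. It asks for no minimum signal in each group, and each of these probes was dim on some of the arrays compared, so their order is not reliable. LINC00324 rose by 2.29 on the log2 scale after LNA-miR-197 (limma SE 0.33, adjusted p = 0.0191), with 1 of 3 LNA-NC arrays well above background. After pre-miR-197 it was at least 1.17-fold lower, as a bound, since it was not well above background there, and the NC arrays were well above background on 1 of 3. XLOC_003057 was at least 2.27-fold higher after LNA-miR-197, with 2 of 3 arrays well above background and 0 of 3 LNA-NC arrays. ADCY10 has no fold after pre-miR-197, because neither group was well above background, and its decrease there is not shown. For BSN-DT and FLJ31104 limma's adjusted p was 0.229 and 0.258 after pre-miR-197 and 0.759 and 0.333 after LNA-miR-197. No explanation was tested for these genes.

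RTEL1 and TNFRSF6B, which neighbour each other on chromosome 20 of hg19, were both lower after LNA-miR-197. The log2 ratios of RTEL1 were -2.52 in A549, -2.11 in PC14 and -2.41 in PC14CDDP, and those of TNFRSF6B were -2.51, -1.76 and -2.03, while another TNFRSF6B probe gave -0.67, -0.36 and -1.96. That the probes bind the same sequence is argued against, because the nearest probes lie 885 bp apart and share 0 runs of 15 bases. Transcripts that run through both genes are a candidate explanation, which was not tested.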
